# Genome-Wide Gene Expression Analysis in Response to Organophosphorus Pesticide Chlorpyrifos and Diazinon in *C. elegans*

**DOI:** 10.1371/journal.pone.0012145

**Published:** 2010-08-16

**Authors:** Ana Viñuela, L. Basten Snoek, Joost A. G. Riksen, Jan E. Kammenga

## Abstract

Organophosphorus pesticides (OPs) were originally designed to affect the nervous system by inhibiting the enzyme acetylcholinesterase, an important regulator of the neurotransmitter acetylcholine. Over the past years evidence is mounting that these compounds affect many other processes. Little is known, however, about gene expression responses against OPs in the nematode *Caenorhabditis elegans*. This is surprising because *C. elegans* is extensively used as a model species in toxicity studies. To address this question we performed a microarray study in *C. elegans* which was exposed for 72 hrs to two widely used Ops, chlorpyrifos and diazinon, and a low dose mixture of these two compounds. Our analysis revealed transcriptional responses related to detoxification, stress, innate immunity, and transport and metabolism of lipids in all treatments. We found that for both compounds as well as in the mixture, these processes were regulated by different gene transcripts. Our results illustrate intense, and unexpected crosstalk between gene pathways in response to chlorpyrifos and diazinon in *C. elegans*.

## Introduction

Organophosphorus pesticides (OPs) are widely used to control agricultural and household pests, and consequently these compounds have been well studied for their impact on gene function and physiology. Initially, OPs were designed to affect the nervous system of pest organisms by inhibiting acetylcholinesterase (AChE). This leads to a cholinergic hyper stimulation as a common mode of action [1]. However, mounting evidence suggests that this is not the only process that is being affected. For instance, mice lacking AChE are hypersensitive to OPs toxic effects, indicating that OPs inhibit targets other than AChE [2]. In addition, neurotransmitter receptors, proteases and several other enzymes interact with OPs to modify the consequences of AChE inhibition [3]. Moreover, many OPs alter immune functions in mammals by oxidative damage, metabolism modifications and stress-related immunesupression [4].

Of the hundreds of OPs, chlorpyrifos (CPF) and diazinon (DZN) are intensively used as insecticides and acaricides. CPF is the most thoroughly studied OP and, like DZN and most OPs, is desulfurated by cytochrome P450 enzymes (CYPs). CPF and DZN share detoxification pathways and molecular targets as they are structurally similar [5]. DZN, however, induces a different inhibition ratio of AChE [6]. Some studies also investigated the response of AChE to a combination of CPF and DZN [7], [8]. Their results suggest a greater inhibition of cholinesterase by CPF than by DZN and a greater influence of CPF in the combination. Likewise, kinetic models of humans and rats exposed to CPF and DZN indicate an interaction between both compounds at the enzymatic level. In particular, CPF and DZN seem to compete for common CYPs [9].

Despite our knowledge about OPs responses in different organisms, little is known about genome-wide gene expression responses of OPs in the nematode *Caenorhabditis elegans*. This is surprising because *C. elegans* has been well established as a model for understanding human toxicology, especially for studying neurotoxic compounds like OPs [10]. The effects of CPF on *C. elegans* have also been investigated in contrast to other chemical effects [11]. These studies showed that neurotoxic compounds affect behaviour and movement in *C. elegans*. Additionally, gene transcription changes by CPF were investigated by Roh & Choi (2008) [12] who found that CPF regulates stress related genes. Still, a comparative analysis of the genome-wide transcriptional responses of *C. elegans* to DZN and CPF has not been conducted.

Here we measured genome wide gene transcription profiles of *C. elegans* exposed to CPF and DZN and to a low dose mixture (LDM) of both compounds. Gene Ontology (GO) and domain enrichment analysis illustrates the complexity with novel and known pathways associated to OPs response.

## Materials and Methods

### *C. elegans* culturing

The Bristol N2 strain was cultured on standard nematode growth medium (NGM) with E. coli OP50 as food source. Nematodes were bleached (0.5 M NaOH, 1% hypochlorite) to collect eggs which were inoculated in 9 cm dishes for toxicity experiments. After 72 hours, nematodes were collected in the L3-L4 stage, frozen in liquid nitrogen and kept at −80C until the RNA extraction procedure.

### Toxicant exposures

We analyzed gene expression in response to the toxicants at concentrations below the EC_50_ values for different fitness traits as reproduction (CPF: EC50 = 3.5 mg/L [13] DZN: EC_50_ = 30 mg/L [14]) or growth (CPF: EC_50_ = 14 mg/L [15]), Nematodes were exposed to 0.5 mg/L of CPF (Cyren®/Nufos®, Cheminova A/S [Lemvig, Denmark]) and 1 mg/l of DZN (Supelco [Bellefonte, Pennsylvania 16823, USA]). The low dose mixture (LDM) of the two OPs contained the sum of both single concentrations (DZN [1 mg/l] and CPF [0.5 mg/l]).

The experiment started with eggs placed on NGM dishes with the OP-treatments and *E. coli* OP50 as food source. After 72 hours, worms from 4 petri dishes were collected as one sample. A total of 6 replicates per treatment were collected (24 petri dishes), and immediately frozen in liquid nitrogen until RNA extraction. All the OPs were dissolved in acetone and added to 10 ml of NGM poured in each 9 cm petri dish used for the culture. Nematodes without treatments were grown simultaneously with the same concentrations of acetone in a control culture.

### Microarray experiments

RNA from nematodes was extracted following the Trizol method, and the RNeasy Micro kit (Qiagen, Valencia, CA, USA) was used to clean up the samples. Labeled cDNA was produced with the kit Array 900 HS from Genisphere and Superscript II from Invitrogen. The 60-mers arrays were purchased from Washington University (http://genomeold.wustl.edu) and they were hybridized following the Genisphere Array 900 HS protocol with modifications. Extracts from CPF, DZN and the CPF/DZN combination exposures were hybridized with the control samples in each array. Six independent biological replicates were used per treatment to produce six replicate microarrays per experiment in a dye-swap design.

### Microarray Analysis

A Perking & Elmer scanner was used to extract the raw intensities from the microarrays. Normalization within arrays and normalization between arrays of raw intensities was done using loess method [16] and aquantile method [17], respectively. Both methods are included in the Limma package [18] from R software (www.r-project.org/). The Rank Product package [19] was used to identify the differentially expressed genes between controls and treatment in each experiment. Briefly, genes were ranked based on up- or downregulation by the treatment in each experiment. Then, for each gene a combined probability was calculated as a rank product (RP). The RP values were used to rank the genes based on how likely it was to observe them by chance at that particular position on the list of differentially expressed genes. The RP can be interpreted as a p-value. To determine significance levels, the RP method uses a permutation-based estimation procedure to transform the p-value into an e-value that addresses the multiple testing problem derived from testing many genes simultaneously. Genes with a percentage of false-positives (PFP) <0.05 were considered differentially expressed between treatments and control in each experiment.This method has the advantage to identify genes with a response to the toxicants even when the absolute effect of the response was low. Because we used sub-lethal concentrations of the toxicants, methods that use thresholds based on absolute fold change would not identify small changes in gene expression. Moreover, RP has proved to be a robust method for comparing microarray data from different sources and experiments [20].

Gene Ontology (GO) data and functional domain data were extracted from Wormbase release WB195 using the R package BioMart [21]. GO terms and domains with less than 4 genes were discarded. Over-represented groups of GO terms and functional domains were identified using a hypergeometric test, with a threshold of p-value<0.01. The hypergeometric test compared a group of 396 GO terms, with 16,947 annotated genes, with the GO terms associated with the significantly regulated genes in each treatment (551,245 and 233 for CPF, DZN and the LDM). For functional domains analysis, 1003 InterPro and Pfam domain terms were used, with 8682 annotated genes.

The same hypergeometric test was used to determine significant regulation of the different pathways analyzed. The lists of regulated genes, in this case, were extracted from the original publications. Groups sizes were 541 genes for the daf-16 pathway, 255 for the etl-2 pathway, 305 for the mdt-5 pathway, 320 for the dbl-1 pathway, 143 for the pmk-1 pathway, and 290 genes for Cd responsive genes. Annotated genes were all the unique genes on the microarray, 18893.

Microarray data have been deposited in Gene Expression Omnibus (www.ncbi.nlm.nih.gov/geo/), accession number GSE16719.

## Results and Discussion

### Effects of CPF and DZN on transcript levels in *C. elegans*

We analyzed global gene transcription profiles of C. elegans treated with CPF or DZN. These profiles were used to reveal transcriptional responses of each OP. Compared to control worms, 551 and 245 genes were significantly regulated in CPF and DZN treated worms, respectively. Of these genes, 126 were regulated by either compound (Figure 1 and Table S1).

**Figure 1:**
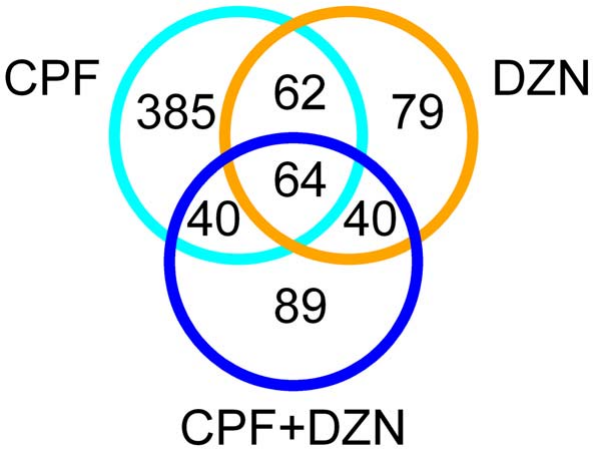
Transcriptional response to CPF, DZN and combination. Venn diagram showing significantly regulated genes by CPF (cyan circle), DZN (orange circle), a combination of both (CPF + DZN, blue circle) and their overlap.

To gain insight into the biological processes associated with the regulated genes, we determined which GO annotation terms were over-represented. In both treatments, significantly enriched GO terms (p<0.01, hypergeometric test) were related with detoxification (monooxygenase activity), metabolic process, and transport of lipids (Figure 2, Table 1 and Table S2). To add meaningful information to the results from the GO term enrichment we extended our investigation by using a similar analysis with protein domains associated to the regulated genes as categories (Figure 3 and Table S2). The significantly overrepresented groups (p<0.01, hypergeometric test) also included domains related to detoxification, stress-response, and transport of fatty acids. In addition, we also found significantly enriched domains associated with other metabolic pathways and immune response.

**Figure 2:**
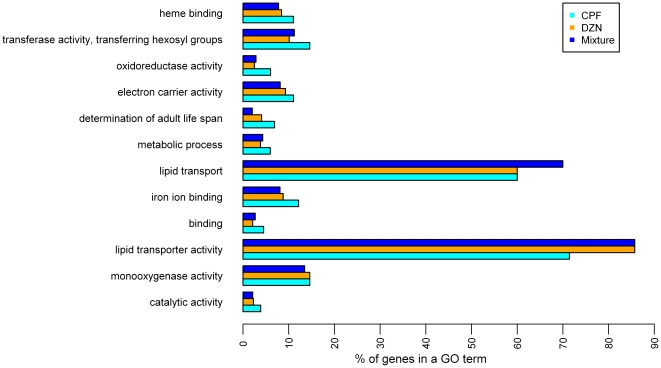
Differentially expressed genes within enriched GO terms in CPF, DZN and combination. Percentage of genes within each GO terms significantly regulated in each treatment: CPF (cyan circle), DZN (orange circle) and a combination of both (blue circle). Only significantly enriched GO terms for all the treatments are shown (*p-value*<0.01 using hypergeometric test). Full list of GO terms can be found in Table S2.

**Figure 3:**
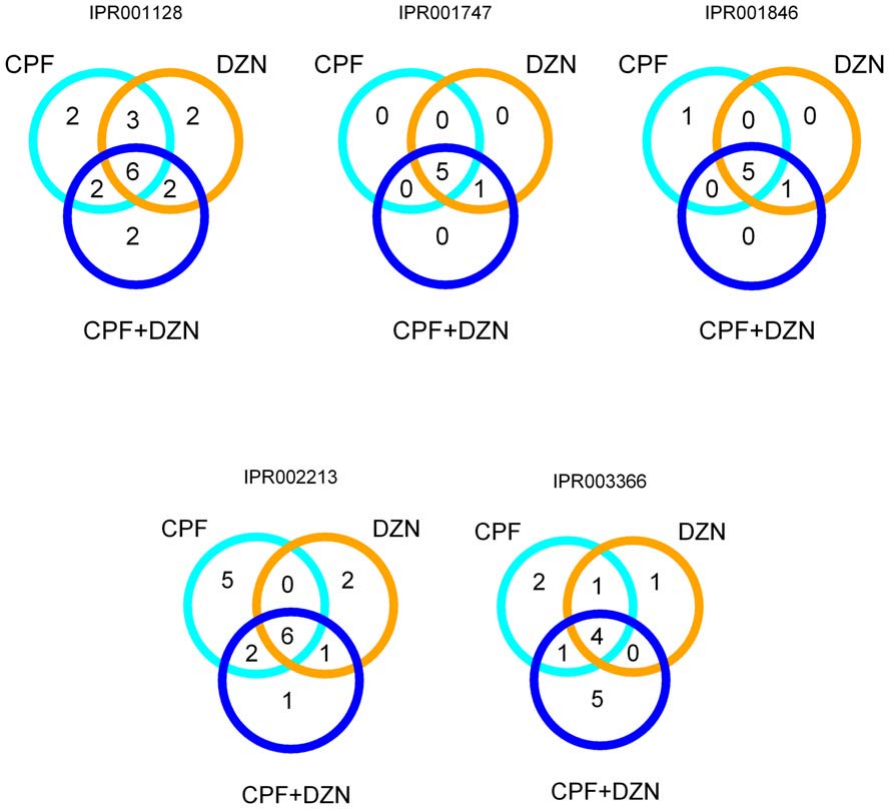
Differentially expressed genes within enriched domains in CPF, DZN and combination. Major functional groups represented in all the treatments: CPF (cyan circle), DZN (orange circle) and a combination of both (blue circle). The number of genes that show a functional domain are shown in each case, indicating the common regulated genes. Only functional domains common and significant (*p-value*<0.01, hypergeometric test) within the three treatments are shown. Functional domain categories were extracted from defined proteins domains in Wormbase release 190 using BioMart. Domains description: IPR001128 = Cytochrome P450; IPR001747 = Lipid transport protein, N-terminal; IPR001846 = von Willebrand factor, type D; IPR002213 = UDP-glucuronosyl/UDP-glucosyltransferase; IPR003366 = CUB-like region.

**Table 1:** Major Gene Ontology (GO) terms represented in the different treatments.

Definition	GO terms	Genes in CPF	Genes in DZN	Genes in mixture	Common genes in all three treatments
catalytic activity	GO:0003824	22	13	12	2
monooxygenase activity	GO:0004497	13	13	12	6
lipid transporter activity	GO:0005319	5	6	6	5
binding	GO:0005488	32	15	19	4
iron ion binding	GO:0005506	18	13	12	6
lipid transport	GO:0006869	6	6	7	5
metabolic process	GO:0008152	36	23	26	8
Determination of adult life span	GO:0008340	17	10	5	3
electron carrier activity	GO:0009055	19	16	14	6
oxidoreductase activity	GO:0016491	17	7	8	1
transferase activity, transferring hexosyl groups	GO:0016758	13	9	10	6
Heme binding	GO:0020037	17	13	12	6

A summary of common significant (p-value<0.01, hypergeometric test) GO terms in each treatments is shown. The final column show the number of common genes within a GO term in all the three treatments. Only GO terms significant in all the three treatments are shown. A complete list with all the GO terms and its correspondent p-values can be found in Table S1.

### Detoxification of CPF and DZN

Enzymes and functional domains associated with detoxification in C. elegans are mainly cytochrome P450 (CYP) and short-chain dehydrogenase (SDR) in phase I of the xenobiotic metabolism, and UDP-glucuronosil/transferase (UGT) and glutathione S transferase (GST) in phase II [22]. Their implication in the detoxification of CPF and DZN has been well characterized in different organisms [7], [23]. In our experiment, 19 genes that code for domains related to phase I responded to the CPF treatment, whereas 14 genes with these domains responded to the DZN treatment. Of those genes, 10 were shared between CPF and DZN treatment, of which nine were CYPs. Five of those shared CYPs belong to the cyp-35 subfamily, which has previously been identified as strongly inducible by a range of xenobiotics in C. elegans [24]. In addition, only one gene (F25D1.5) coding for an SDR domain was regulated in both treatments.

Also genes coding for proteins with domains involved in phase II of detoxification were affected by CPF (21) and DZN (14). From those genes, 8 were affected by both treatments. One of these common genes was cdr-1 (F35E8.1), a member of the cadmium responsive genes family. Two other genes from this family were affected only by CPF, cdr-4 (K01D12.11) and cdr-6 (K01D12.12), and cdr-5 (K01D12.14) only by DZN. Whereas cadmium modifies the expression levels of cdr-4 and cdr-1, the level of expression of cdr-5 and cdr-6 are impervious to this metal's presence [25]. Moreover, other stressors are capable of modulating cdr-4 expression, but until now, cdr-1 transcription has only been induced by cadmium.

### Role of the daf-16 pathway in response to OPs

Another gene involved in phase II of detoxification and shared between treatments was gst-10 (Y45G12C.2). This gene acts downstream of daf-16 (R13H8.1), a FOXO class transcription factor involved in the insulin-like growth factor signalling in C. elegans [26]. Detoxification genes are known to constitute a big group among the identified up-regulated genes by daf-16 [26], [27]. Other genes acting downstream daf-16 have also been associated with toxic stress response. We found from those groups metallothioneins (mtl) and vitellogenins (vit) to be affected by CPF or DZN. DZN decreased the transcript levels of mtl-2 (T08G5.10), while CPF did not regulate any of the two mtl genes present in C. elegans. Furthermore, vitellogenin genes, lipid-binding proteins involved in lipid mobilization, were down-regulated in both treatments. CPF modified the expression of 5 out of 6 members of the vit gene family (vit-1 to vit-3, vit-5, and vit-6) while DZN regulated all 6 vit genes. Furthermore, both OPs regulated collagen genes (34 by CPF, 16 by DZN) and major sperm proteins type genes (33 by CPF, 3 by DZN) acting downstream of daf-16. Many of these, have been associated with stress responses, although their specific connection to these responses remains unresolved [28], [29]. The overlap in genes affected by CPF and/or DZN and the daf-16 pathway suggest that this pathway is a primary response pathway following exposure to OPs.

### OPs affect innate immunity genes

The insulin-like signalling pathway regulated by daf-16 is known to induce the immune response as part of a general stress response [30]. On the other hand, Lewis et al. (2009) [31] showed that OPs regulate daf-16 in C. elegans as a key modulator of physiological responses other than stress, including innate immune response. Therefore, it is not surprising to find that lys-7 (C02A12.4), a gene coding for a well defined antimicrobial lysozyme, was regulated by both toxicants. This gene is presumed to promote resistance to infection [32]. Interestingly, while lys-7 is up-regulated under both OP treatments and suggests an immune response, spp-1 (T07C4.4) was down-regulated by CPF, but not by DZN. This saposin is also a well known pathogen responsive gene. However, suppression of spp-1 during Pseudomonas aeruginosa infection seems to be under regulation of a different pathway than daf-16 [33]. Therefore, other gene pathways may participate in parallel to daf-16 insulin-like pathway to promote stress and infection responses in C. elegans as a result of OPs exposure.

To further investigate an innate immunity response to OPs, we compared the regulated genes in our experiments with genes associated with immune response and stress in C. elegans. An indication that different genes are involved in stress and infection response was found by Shapira, et al. 2006 [34]. The authors compared genes regulated in response to P. aeruginosa with those affected by cadmium. They reported several overlapping genes among these two responses, but they concluded that a reaction to infection is largely distinct from stress response. Based on this, we considered that an innate immune reaction signature may be distinguishable from OP stress response in C. elegans. Subsequently, we also compared our set of genes with the same set of cadmium responsive genes and pathogens responsive genes Shapira et al. used (Table 2). We found more genes overlapping between the OPs affected genes and the cadmium responsive genes. The similarities between genes modulated by OPs and by cadmium suggest the implication of a common response mechanism of gene expression responses to toxic compounds. Nevertheless, the larger number of genes affected by OPs as well as P. aeruginosa infection supports the idea of an innate immune response to OPs. For example, a CUB-like domain (also known as DUF141) containing gene (F55G11.2) is induced during infection but repressed under cadmium exposure. This gene was up-regulated in both OP treatments. Another gene (F08G5.6) up-regulated in all OP treatments is strongly induced by infection but not by cadmium.

**Table 2:** Pathways involved in OPs response.

Pathway/mechanism	num. genes	CPF		DZN		CPF + DZN		Reference
		Overlap. genes	p-value	Overlap. genes	p-value	Overlap. genes	p-value	
DAF-16	541	47	1.679e-10	36	2.920e-16	29	3.242e-11	[26]
ELT-2	255	30	1.779e-10	18	1.723e-09	21	3.562e-12	[34]
MDT-15	305	57	1.346e-28	29	1.319e-17	29	8.589e-18	[41]
DBL-1/SMA-9	320	31	1.224e-08	15	7.045e-06	22	2.829e-11	[40]
PMK-1	143	13	0.00019	5	0.01267	5	0.01190	[36]
Cd	290	44	9.917e-19	44	8.403e-35	40	2.447e-30	[28]

Pathway/mechanism investigated were: genes downstream *daf-16* (DAF-16), genes regulated by the GATA transcription factor ELT-2 (ELT-2), genes regulated by the Mediator subunit MDT-15 (MDT-15), genes downstream *pmk-1* (PMK-1) and cadmium responsive genes (Cd). Number of genes associated with each pathway or mechanism are shown. Overlapping genes are the number of genes belonging to a pathway that are regulated in each treatment. P-values were calculated using hypergeometric test.

The same study from Shapira and colleagues identified ELT-2, a GATA transcription factor, as key regulator for transcriptional responses to infection. ELT-2 together with SKN-1, also a transcription factor, have been proposed as complementary regulators of spp-1 during infection [33]. Since spp-1 is also regulated by the daf-16 pathway, genes acting downstream of elt-2 and skn-1 may act in parallel to induce a combined stress-immune response to CPF and DZN (Figure 4). In that sense, SKN-1 is known to mediate an expression response of genes involved in phase II of detoxification. To induce these genes, SKN-1 is phosphorylated through the PMK-1 p38 mitogen-activated protein kinase pathway (p38 MAPK) [35]. Genes regulated by pmk-1 are essential for immune and stress responses in C. elegans. These genes code for antimicrobials proteins with CUB-like domains, C-type lectins domains, ShK domains, and DUF274 domains [36]. Our domain enrichment analysis showed that OPs regulated genes involved in phase II of detoxification. It also showed an overrepresentation of domains associated to innate immune response through the pmk-1/skn-1 pathway (Table S2). Therefore, we compared our data sets with the genes downstream pmk-1 identified by Troemel, et al. (2006) [36] (Table 2). We found significant overlapping between genes belonging to this pathway and the genes that were regulated in each treatment (13 genes, p-value<0.01) for CPF response, but not for DZN (5 genes, p-value = 0.012). This strengthens the implication of this pathway in response to CPF and indicates differences in immunomodulation between CPF and DZN. Those differences have been already reported in in vitro studies with human cells, where CPF showed a stronger effect in cell viability and some immune parameters [37]. Altogether, CPF and DZN modified innate immunity related genes in C. elegans in a different manner and as a part of complex stress response.

**Figure 4:**
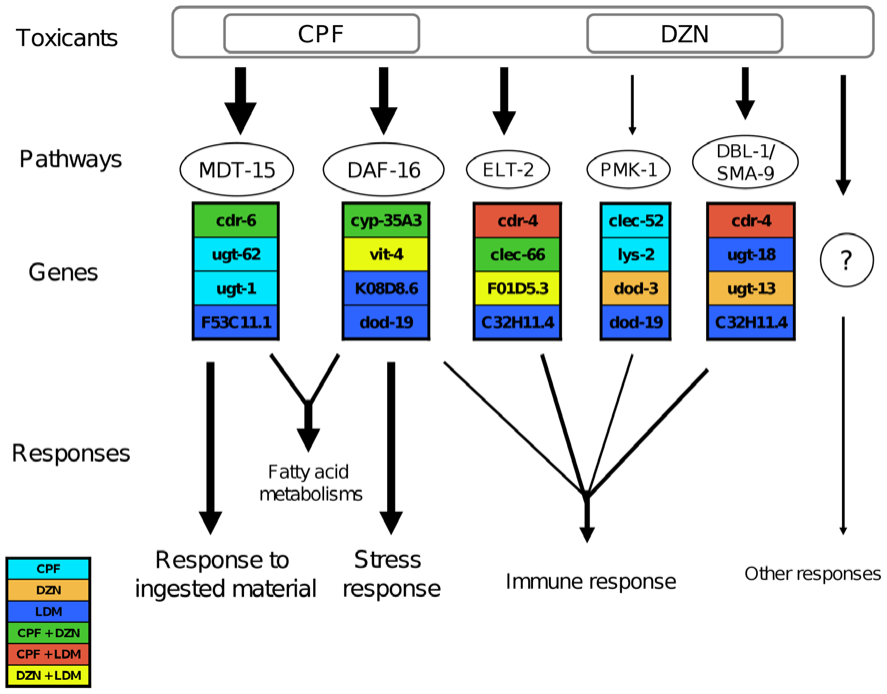
A model for the transcriptional responses to CPF and DZN in *C. elegans.* Exposure to the toxicants CPF, DZN or a low dose mixture (LDM) of both organophosphates modulates the expression of genes in common pathways. The most regulated pathways are shown with the thicker arrows: genes regulated by MDT-15 (MDT-15), genes downstream daf-16 (DAF-16), and genes downstream elt-2 (ELT-2). For details, see Table 2. Despite this common regulated pathways, the three treatments regulated different genes to induce common responses such a stress response, response to ingested material or immune response. Here we show some regulated genes by chlorpyrifos (CPF), diazinon (DZN) and a low dose mixture (LDM). With different colors are shown common regulated genes by chlorpyrifos and diazinon (CPF + DZN), by chlorpyrifos and low dose mixture (CPF + LDM), and by diazinon and low dose mixture (DZN + LDM). An intense crosstalk between gene pathways in response to the toxicants may be explain by the genes shared between pathways. For example, *cdr-4* was regulated by CPF and LDM but not by DZN. Previous studies showed that its expression is modulated by ELT-2 and DBL-1, two transcription factors implicated in responses to infection. Exposure to the toxicants modulated the expression of many genes from those pathways that, acting in parallel, induced the detected responses. We analyzed regulated genes within the Different genes within those common pathways regulate the common responses to all treatments.

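On the LDM arrays, cdr-4 (K01D12.11), of the cadmium-responsive gene family, had a log2 ratio of 0.60 (standard error 0.32, above 0 on 5 of 6 arrays), which did not pass the test (adjusted p = 0.635 from limma, percentage of false positives 0.113 by rank product). Without LDM in Cy5 replicate 2 it passed the rank product, with a percentage of false positives of 0.0378 and a log2 ratio of 0.93, and without LDM in Cy5 replicate 3 these were 0.365 and 0.21. Its ratio ranged from -0.63 on LDM in Cy5 replicate 2 to 2.26 on LDM in Cy5 replicate 3, wider than its distance from 0. cdr-6 (K01D12.12), of the same family, had a log2 ratio of 0.45 on 5 of 6 arrays above control and passed when adjusted over the list alone, not over all genes. Of the 3 cdr genes tested, 0 passed over all genes (1 higher at an unadjusted p under 0.05, 0 by rank product), nor did the list pass limma's camera (adjusted p = 0.123). cdr-1 and the gene the paper calls cdr-5, now hrg-2, had too few unmarked spots for a test, with mean log2 ratios of 0.55 and 0.69 over all their spots. With marked spots kept, hrg-2 was higher by rank product (percentage of false positives 0.0304) and cdr-1 did not pass (0.0519). Of other genes named in Fig. 4, cyp-35A3 passed limma with a log2 ratio of 3.16. F53C11.1, with 0.47, F01D5.3, with -0.62, K08D8.6, with 0.70, and clec-52, with 0.33, did not, and K08D8.6 was higher by rank product. The rank product call of K08D8.6 was lost without LDM in Cy3 replicate 1 and without LDM in Cy3 replicate 2, with percentages of false positives of 0.107 and 0.133. F53C11.1 had 0.88 and passed the rank product without LDM in Cy5 replicate 2, and had 0.06 without LDM in Cy5 replicate 3. F01D5.3 had -0.15 without the former and -1.12 without the latter.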

### Transcriptional effects of a the low dose mixture (LDM)

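C. elegans were raised from eggs for 72 h on dishes with the LDM, 0.5 mg/l CPF with 1 mg/l DZN, or with acetone alone, and worms of several dishes made up each sample. The sample labels give the same 0.5 and 1 in mg/ml. RNA of treated and control worms was labelled with Cy3 and Cy5 and hybridized together on 6 arrays of 60-mer probes, and the methods describe the arrays as independent biological replicates. The control extracts of LDM in Cy3 replicate 1 and LDM in Cy5 replicate 3 carry the same number in the scanner's header, and whether they are 1 extract is not stated there. On 3 arrays the LDM sample carried Cy5 and on 3 it carried Cy3; the arrays are called here by that dye and their replicate number, such as LDM in Cy5 replicate 1. Each array holds 22490 gene probes for 18889 genes. The authors scanned the arrays, and the intensities of each channel were deposited without background correction. The image software left 37.6 to 41.9% of the gene spots unmarked on the arrays with LDM in Cy5 (median 40.3%) and 56.5 to 61.4% on those with LDM in Cy3 (median 59.6%), and marked spots, mostly near background, were left out. Following the methods, ratios were normalized by loess within arrays, after a normexp background correction with an offset of 50 that the methods do not name. Aquantile between arrays, also from the methods, evens the mean intensities of spots and leaves the log2 ratios unchanged. Ratios were turned so that a positive log2 ratio stands for a higher level with the LDM, and limma was fitted with a dye effect for each gene to the 7989 genes with at least 2 unmarked spots in each dye orientation. The paper's rank product was run on the same ratios at a percentage of false positives under 0.05. Gene lists, the main tests and most alternatives were fixed before the data were examined, though with knowledge of Table S1; the exceptions are named where they are used. The ratios of LDM in Cy5 replicates 2 and 3 ran against each other (r = -0.35 across unmarked probes, r = -0.23 across all gene probes; probes are not independent replicates), and the direction of every array was taken from the dyes in its labels. The number of arrays limits the precision. In simulated data with the moderated spread of each gene, limma recovered 10% of genes changed by 0.6 on the log2 scale. It recovered 82% of those changed by 1 and 100% of those changed by 2. The noise was independent between genes and arrays, which the real ratios are not, and 200 genes were changed. These shares may therefore be too high for the real arrays, where F55G11.2, with a log2 ratio of 1.64, had an adjusted p of 0.0801 from limma.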

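Worms grown on the LDM had higher transcript levels of 25 genes and lower levels of 5. The strongest rises measured on all 6 arrays were those of cyp-35A3 (K09D9.2) and cyp-35A4 (C49G7.8), cytochrome P450 genes of a subfamily induced by many xenobiotics, with log2 ratios of 3.16 (standard error 0.17, n = 6 arrays, adjusted p = 0.000453 from limma) and 2.85 (standard error 0.15, adjusted p = 0.000453 from limma). Over all alternatives the ratio of cyp-35A3 lay between 2.61 and 4.01 and that of cyp-35A4 between 2.70 and 3.82. The control signal of cyp-35A3 was above background on 4 of 6 arrays. In the authors' ratios over every spot the means were 2.61 for cyp-35A3 and 2.70 for cyp-35A4, so their order depends on the processing. K11H12.4, F49C12.7 and C29F7.2 rose by log2 ratios of 1.43, 1.37 and 1.34. The strongest fall was that of pud-4 (F15E11.12), with a log2 ratio of -2.54 (standard error 0.21, adjusted p = 0.00452 from limma), and F45D11.1, K06H6.2, pgph-2 (F44E7.2) and pgph-1 (K09H11.7) fell by 1.87, 1.45, 1.27 and 0.86 on the log2 scale. H25K10.4 and F38C2.1, singled out after their values were seen, were measured on 5 arrays; F38C2.1 rose by a log2 ratio of 3.50 (adjusted p = 0.0289 from limma) and H25K10.4 by more (adjusted p = 0.00689 from limma).

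**Figure D1:**
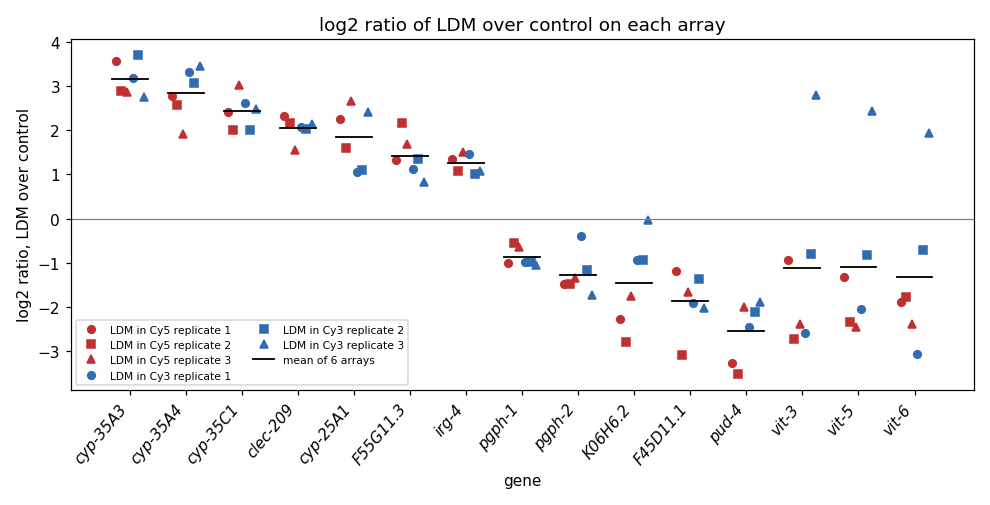
Log2 ratio of LDM over control (y axis) of 15 genes (x axis) on each of the 6 arrays, red where LDM was labelled with Cy5 and blue where it was labelled with Cy3, with the mean of the 6 arrays as a black line. The ratios of cyp-35A3 lie between 2.76 and 3.71 and those of pud-4 between -3.51 and -1.88, while vit-3, vit-5 and vit-6 lie below 0 on 5 arrays and between 1.93 and 2.79 on LDM in Cy3 replicate 3.

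These counts are genes with a Benjamini-Hochberg adjusted p under 0.05 from limma, against 745 genes at an unadjusted p under 0.05. By rank product 114 genes were higher and 42 lower, and all 25 and 5 genes of limma were among them. All 6 arrays pointed up for 158 and down for 211 of the 6491 genes measured on every array. Independent arrays with even signs would give 101 each way. Pairs of arrays correlated at r from -0.35 to 0.42 across unmarked probes, so that 101 is not a calibrated chance level here. Single arrays moved the limma counts: they were 5 higher and 0 lower without LDM in Cy5 replicate 1 (196 lower at an unadjusted p under 0.05, 28 lower by rank product), 43 and 8 without LDM in Cy5 replicate 2, 25 and 16 without LDM in Cy5 replicate 3, 6 and 1 without LDM in Cy3 replicate 1, 5 and 1 without LDM in Cy3 replicate 2, and 7 and 1 without LDM in Cy3 replicate 3. In all 6 of these fits, only cyp-35A3, cyp-35A4, cyp-35C1 and clec-209 passed. Genes measured on fewer arrays could not be tested in all 6. Of these, H25K10.4 passed in 4 of 4 and cyp-35A5 in 2 of 2 fits, while Y47H9C.1, F38C2.1 and fmo-5 each passed in 1 of 4.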

In the LDM, 233 genes were significantly regulated (Table S1), of which 64 were affected by all, the combination and the both single compound treatments (Figure 1). 

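Most genes that changed with the LDM also stand in the paper's lists for the single compounds. Of the 25 higher genes, 20 are on its CPF list and 17 on its DZN list as up-regulated, where independent lists would share 0.432 and 0.307 (one-sided Fisher's exact tests, adjusted p = 1.14e-31 and 1.13e-27). Of the 5 lower genes, 4 are on the DZN list as down-regulated (Fisher's exact test, adjusted p = 1.25e-07) and 1, pud-4, on the CPF list (Fisher's exact test, adjusted p = 0.175). In all, 17 of the 30 genes are on both lists, 4 on the CPF list alone and 4 on the DZN list alone. The 5 genes on neither list, named after their values were seen, were the P450 gene cyp-34A10, pgph-1, the C-type lectin clec-45, F39E9.6 with a log2 ratio of 1.01 (adjusted p = 0.0440 from limma) and Y57G7A.6 with 1.27 (adjusted p = 0.0158 from limma). Y57G7A.6 was higher on 3 of 6 arrays, with an SD of 2.33 between arrays and a dye effect of 2.11 on the log2 scale. F39E9.6 passed in 1 and Y57G7A.6 in 2 of the 6 fits that left out 1 array. By rank product, 43 genes were on both lists, 22 on the CPF list alone, 30 on the DZN list alone and 61 on neither, with 1 gene counted in each direction. Whether the experiments share control RNA is not stated in the paper's text, and shared controls alone raise such overlaps, so that the counts are a description.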

More genes (89) were affected by the LDM only. The GO terms enrichment analysis (Figure 2, Table 1 and Table S2) showed a significant modulation of detoxification pathways, stress response, and transport and metabolism of lipids, which is highly similar to the single compound treatments. Moreover, the domain enrichment analysis identified differentially expressed genes that code for CYP, SDR, GST, UDP, C-type lectin, and CUB-like domains (Figure 3 and Table S2).

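The vitellogenins, yolk lipoproteins that carry lipids from the intestine to the oocytes, were below control on most arrays of the LDM, but none passed limma. The log2 ratio was -1.31 for vit-6 (K07H8.6; standard error 0.54, below 0 on 5 of 6 arrays, adjusted p = 0.511 from limma), -1.10 for vit-3, -1.09 for vit-5, -1.05 for vit-4 and -0.58 for vit-2. The probe of vit-1 had too few unmarked spots for a test. Over all its spots vit-1 had a mean log2 ratio of -1.05, below 0 on 6 of 6 arrays, with -0.44 on LDM in Cy3 replicate 3. The rank product placed vit-3, vit-4, vit-5 and vit-6 below its threshold as lower, and 1 of the 5 tested vitellogenins, vit-6, had an unadjusted p under 0.05. The median of the 5 tested genes was -1.31, -1.76 and -2.37 on LDM in Cy5 replicates 1, 2 and 3, -2.93 and -0.72 on LDM in Cy3 replicates 1 and 2, and 2.44 on LDM in Cy3 replicate 3, without which 0 vitellogenins passed limma and all 5 had an unadjusted p under 0.05. Sperm genes, a marker of stage, had their highest median, 0.81, on LDM in Cy3 replicate 3 too. Without LDM in Cy3 replicate 1 the log2 ratios were -0.70 for vit-6, -0.51 for vit-3, -0.61 for vit-5, -0.38 for vit-4 and 0.05 for vit-2. Without LDM in Cy3 replicate 3 they were -1.95, -1.85, -1.73, -1.80 and -1.18. As a list, vitellogenins were lower than other genes with camera's preset correlation (adjusted p = 0.0162), which was lost with adjusted p = 0.494 with an estimated correlation.
Of 55 tested genes of fatty acid breakdown and lipid binding, 0 passed limma (3 higher and 6 lower at an unadjusted p under 0.05), and acs-2 and ech-9, which act in fatty acid oxidation and were picked after their values were seen, were higher by rank product with log2 ratios of 0.94 and 0.96. None of 9 desaturases and elongases passed limma, none at an unadjusted p under 0.05 and 0 by rank product. Of 15 heat shock genes 0 passed limma (1 lower at an unadjusted p under 0.05), and hsp-16.41 alone was higher by rank product. Of 18 enzymes against oxidative stress 0 passed limma, 1 was lower at an unadjusted p under 0.05 and 0 passed the rank product. Adjusted over the list alone, 0 genes passed in each of these 5 lists. In limma's camera the adjusted p was 0.698 for fatty acid breakdown and lipid binding, downward, 0.380 for desaturases and elongases, 0.471 for heat shock genes and 0.698 for enzymes against oxidative stress, each upward. Apart from desaturases and elongases, the medians of these lists lay within 0.05 of 0 and changed sign with the scaling.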

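Single C-type lectin genes rose with the LDM, while no UDP-glucuronosyltransferase, glutathione S-transferase or listed short-chain dehydrogenase passed limma over all genes. Of 37 tested C-type lectin genes, which encode proteins that bind sugars and respond to pathogens, clec-209 (Y19D10A.9) rose by a log2 ratio of 2.05 (standard error 0.14, 6 of 6 arrays, adjusted p = 0.00147 from limma) and clec-45 (F07C4.2) by 0.92 (standard error 0.14, 6 of 6 arrays, adjusted p = 0.0494 from limma). Adjusted over the list alone, 6 were higher and 2 lower. The call of clec-45 was lost in each of the 6 fits without 1 array. Among 35 UDP-glucuronosyltransferases, which attach sugars to xenobiotics, 0 passed limma (10 higher and 4 lower at an unadjusted p under 0.05; 2 higher and 1 lower by rank product), and 5 were higher and 2 lower when adjusted over the list alone. ugt-1 and ugt-13 had log2 ratios of 0.58 and 0.46 on 6 of 6 arrays above control, and ugt-62 had 0.42, or -0.06 without LDM in Cy5 replicate 3. ugt-18 had too few unmarked spots for a test, with a mean log2 ratio of 0.94 over all its spots. With marked spots kept it was higher by rank product (percentage of false positives 0.0105). Of 20 short-chain dehydrogenases, 0 passed limma (3 higher and 1 lower at an unadjusted p under 0.05). dhs-19 and dhs-2, picked after their values were seen, had log2 ratios of 0.83 and 0.81, and both were higher when adjusted over the list alone and by rank product. F25D1.5, a dehydrogenase of this family outside that list by its name, had a log2 ratio of 0.76 on 6 of 6 arrays above control (adjusted p = 0.177 from limma) and was higher by rank product. That call was lost without LDM in Cy5 replicate 1 and without each array with LDM in Cy3, and with print-tip loess and the 2-class form. Of 28 glutathione S-transferases, 0 passed limma (3 higher and 4 lower at an unadjusted p under 0.05), gst-10 had a log2 ratio of -0.80 and was lower when adjusted over the list alone. It was lower by rank product with print-tip loess and with marked spots kept. gst-38, picked after its value was seen, was higher by rank product.
As lists against other genes, with camera's preset correlation, C-type lectins (adjusted p = 0.00672; adjusted p = 0.403 with an estimated correlation) and UDP-glucuronosyltransferases (adjusted p = 0.00519; adjusted p = 0.494 with an estimated correlation) were higher. Short-chain dehydrogenases (adjusted p = 0.470 from limma's camera, upward, with a median log2 ratio of -0.05) and glutathione S-transferases (adjusted p = 0.508 from limma's camera, with a median of 0.05 that turned negative with the authors' ratios) did not pass.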

Regulation of CYPs genes is required for detoxification of OPs in the single and combined treatments. 

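Cytochrome P450 genes, whose enzymes oxidize xenobiotics in phase I of detoxification and desulfurate OPs, included several genes that rose with the LDM. Of 31 P450 genes tested, 6 were higher and 0 lower (2 lower at an unadjusted p under 0.05, 0 lower by rank product), and 12 were higher and 1, cyp-31A5, lower when adjusted over the list alone. Beside cyp-35A3 and cyp-35A4 these were cyp-35A5 (K07C6.5) with a log2 ratio of 2.57 (standard error 0.19, 4 of 4 arrays, adjusted p = 0.0126 from limma), cyp-35C1 (C06B3.3) with 2.43 (standard error 0.17, 6 of 6 arrays, adjusted p = 0.00147 from limma), cyp-25A1 (C36A4.1) with 1.85 (standard error 0.22, 6 of 6 arrays, adjusted p = 0.0192 from limma) and cyp-34A10 (B0213.16). The 5 other than cyp-34A10 are on both the CPF and the DZN list of the paper. Also on both lists, cyp-35A2 had a log2 ratio of 1.45 (adjusted p = 0.0541 from limma) and passed without LDM in Cy5 replicate 2, with 1.68. It also passed with the series table, median centring, scaled ratios, no dye term and array weights. It was higher by rank product, as were 11 P450 genes in all. Of the rest of the cyp-35 subfamily, cyp-35A1, cyp-35B1, cyp-35B2, cyp-35B3 and cyp-35D1 had too few unmarked spots to be tested. The counts of P450 genes were 3 without LDM in Cy3 replicate 2 and 3 without LDM in Cy3 replicate 3. As a list, P450 genes were higher than other genes in camera with the preset correlation (adjusted p = 6.57e-14) and adjusted p = 0.0356 with an estimated correlation, and the cyp-35 subfamily likewise (adjusted p = 2.47e-16, and adjusted p = 0.0220 with an estimated correlation).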

Our findings showed that the OP combination regulated 12 CYPs (IPR001128), 6 of which were also affected by CPF and DZN in single treatments. On the other hand, 2 CYPs were regulated only in the combined treatment. 

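Among P450 genes on neither of the paper's single-compound lists, cyp-34A10 rose with the LDM, and cyp-25A2 (C36A4.2) and cyp-31A5 passed when adjusted over the list alone. cyp-34A10, named after its value was seen, rose by a log2 ratio of 1.09 (standard error 0.13, 6 of 6 arrays, adjusted p = 0.0192 from limma) and passed in 2 of the 6 fits without 1 array. For cyp-25A2, also named after its value was seen, the log2 ratio was 1.43 (standard error 0.22, 6 of 6 arrays), which missed the threshold (adjusted p = 0.0523 from limma) and passed by rank product. cyp-31A5, named after its value was seen, had a log2 ratio of -0.47, below 0 on 6 of 6 arrays, and did not pass limma over all genes or the rank product. By rank product cyp-37A1 and cyp-13A6, on the DZN list alone, and cyp-29A2, on the CPF list alone, were higher too, with log2 ratios of 0.97, 1.24 and 0.87, and none of these 3 passed limma over all genes. Whether the response of cyp-34A10 differs between the LDM and either compound alone was not tested, since the arrays of CPF and DZN were not analysed here.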

Differences in the regulated CYPs were expected, because OPs seem to compete for binding sites of CYPs [9]. Moreover, in vitro analysis of CYPs metabolism of CPF and DZN indicates that CPF inhibits the metabolism of DZN to IMHP (the inactive pyrimidol derived from DZN), with no effect of DZN over CPF metabolism. This inhibition seems to promote oxon synthesis from DZN, and therefore, increases the total levels of oxon in the organism after a treatment of more than one compound. Moreover, the toxicity of OPs is determined by a balance between bioactivation (production of oxon metabolite) and detoxification (inactivation of OPs and its intermediate oxon) [5]. Therefore, higher levels of DZN bioactivation, due to modification of this balance, may be a reason for a greater-than-additive inhibition of cholinesterase enzymes in mixtures of OPs [14], [38]. At the transcriptional level however, the number of CYPs regulated by the combined treatment do not suggest a higher bioactivation. Even though the combined treatment contained a higher concentration of toxicants, a similar number of genes involved in detoxification was regulated in the combined and the single treatments. These results were not contradictory to the previous studies, since a direct comparison between transcriptional and physiological studies is difficult. Nevertheless, our results indicated that dissimilar genes were involved in the regulation of detoxification of the different OPs treatments and may explain the differences between the LDM and the single treatments.

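Among other genes that handle xenobiotics, a carboxylesterase rose with the LDM and no efflux pump passed limma over all genes. cest-33 (F13H6.3), of a family of esterases that OPs can bind, rose by a log2 ratio of 1.31 (standard error 0.17, 6 of 6 arrays, adjusted p = 0.0223 from limma). It passed in 2 of the 6 fits without 1 array, and the call was lost without LDM in Cy5 replicate 1 and without each array with LDM in Cy3. Of 12 carboxylesterases tested, 1 was higher and 0 lower, against 2 higher and 1 lower at an unadjusted p under 0.05, when adjusted over the list alone, and by rank product. The lower one, cest-1.1 (log2 ratio -1.08), was picked after its value was seen. Of 15 ABC transporters, efflux pumps of phase III, 0 passed limma (3 higher at an unadjusted p under 0.05), and pgp-1, pgp-3 and haf-7, picked after their values were seen, were higher with log2 ratios of 0.65, 0.52 and 0.51 when adjusted over the list alone, pgp-1 also by rank product. Neither list passed limma's camera (adjusted p = 0.239 and 0.452, both upward), while the median log2 ratio was 0.10 for carboxylesterases, which turned to -0.04 with scaled ratios, and -0.04 for ABC transporters, which turned to 0.02 with scaled ratios. From the number of P450 genes regulated by the combined treatment, the paper reasons that its transcripts give no sign of higher bioactivation, and it states that similar numbers of detoxification genes responded to the combined and the single treatments.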

Other processes were modulated by all treatments besides detoxification, these include: stress, fat metabolism and innate immunity. The overlap between the analyzed pathways for the single treatments and the regulated genes in the combinations was significant (Table 2). Interestingly, as it is shown in the last column of Table 1, the number of common genes associated to some of these responses was low. For example, the modulation of stress and innate immune genes was observed for the combined treatment. 

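No gene of the lysozyme, saposin-like and antimicrobial peptide lists passed limma or the rank product. Among 9 lysozymes, enzymes that break down bacterial cell walls, 0 passed limma (1 higher at an unadjusted p under 0.05, 0 by rank product), with a median log2 ratio of 0.20. lys-7 (C02A12.4) had a log2 ratio of 0.31 (4 of 6 arrays above control, adjusted p = 0.644 from limma) and lys-2 had -0.06, which turned to 0.03 without LDM in Cy5 replicate 2. Of 16 saposin-like genes 0 passed limma (1 lower at an unadjusted p under 0.05, 0 by rank product), and spp-1 (T07C4.4) had a log2 ratio of -0.49, below 0 on 6 of 6 arrays (adjusted p = 0.471 from limma), or -0.28 without LDM in Cy5 replicate 1. Of 26 genes of antimicrobial peptides 0 passed limma, 3 were higher at an unadjusted p under 0.05 and 0 passed the rank product. clec-66, a C-type lectin gene, had a log2 ratio of 0.38 on 6 of 6 arrays above control and did not pass. Adjusted over the list alone, 0 genes of these 3 lists passed. Lysozymes were higher as a list with camera's preset correlation (adjusted p = 0.0202), but adjusted p = 0.403 with an estimated correlation. Saposin-like genes (adjusted p = 0.698) and antimicrobial peptides (adjusted p = 0.0905) did not pass limma's camera, and their medians, 0.01 and 0.03, turned negative with scaled ratios.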

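Some genes of the clusters rich in CUB-like genes rose on the LDM arrays: 3 of 17 tested were higher and 0 lower (0 lower at an unadjusted p under 0.05 and by rank product). These were F55G11.3 with a log2 ratio of 1.41 (standard error 0.15, 6 of 6 arrays, adjusted p = 0.0126 from limma), mbug-1 (F55G11.4) with 1.39 (standard error 0.16, 6 of 6 arrays, adjusted p = 0.0180 from limma) and irg-4 (F08G5.6), named for its response to infection, with 1.25 (standard error 0.13, 6 of 6 arrays, adjusted p = 0.0126 from limma). F55G11.2 had a log2 ratio of 1.64 with a wider spread (standard error 0.27, from 0.55 to 3.59 over 6 of 6 arrays above control), which missed the threshold (adjusted p = 0.0801 from limma) and passed the rank product. It passed limma without LDM in Cy5 replicate 2, with a log2 ratio of 1.33, and without LDM in Cy5 replicate 3, with 1.86. C32H11.4 had a log2 ratio of 0.84 on 5 of 5 arrays and passed the rank product, as did 7 of the 17 genes. Its call was lost without LDM in Cy3 replicate 1 and without LDM in Cy3 replicate 2, with percentages of false positives of 0.0658 and 0.0830. Adjusted over the list alone, 8 were higher and 0 lower. The median of the list was highest on LDM in Cy5 replicate 3 (1.45) and lowest on LDM in Cy5 replicate 2 (0.00388).
Leaving out single arrays ended calls, while the log2 ratios over all settings stayed between 1.18 and 1.53 for irg-4, 1.28 and 1.56 for F55G11.3, and 1.30 and 1.54 for mbug-1. The count was 0 without LDM in Cy5 replicate 1, without LDM in Cy3 replicate 1 and without LDM in Cy3 replicate 2 (7 at an unadjusted p under 0.05 in each), 1 without LDM in Cy3 replicate 3 and 5 without LDM in Cy5 replicate 2. The list was higher than other genes in camera with the preset correlation (adjusted p = 2.39e-09), which was lost with adjusted p = 0.305 with an estimated correlation.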

Genes involved in response to infections were up-regulated such as F55G11.2, F08G5.6 and genes with the CUB-like functional domain (Figure 3 and Table S2). This again suggests an innate immune response to OPs. Furthermore, the combined treatment showed up-regulation of sma-9 (T05A10.1), a gene coding for a transcriptional factor involved in body size regulation. This transcriptional factor modulates a subset of genes in the TGF-β signalling pathway which is associated with innate immunity, aging and germ line regulation [39]. 

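On the LDM arrays sma-9 (T05A10.1) had a log2 ratio of 0.43 (standard error 0.23, n = 6 arrays), which did not pass the test (adjusted p = 0.623 from limma, percentage of false positives 0.141 by rank product). It was above control on 5 of 6 arrays, with 1.11 on LDM in Cy5 replicate 2 at the top and -0.66 on LDM in Cy5 replicate 3 at the bottom. Its log2 ratio was 0.25 without the former and 0.69 without the latter, where it did not pass the rank product either (0.0518). The array holds 4 spots for sma-9. In limma the brightest tested probe stands for the gene, while the rank product takes the lowest percentage of false positives among its tested spots. dbl-1 (T25F10.2), which encodes the ligand of this TGF-β pathway, had a log2 ratio of 0.07 (standard error 0.13, 4 of 6 arrays above control, adjusted p = 0.912 from limma). Over all alternatives dbl-1 lay between 9.7e-05 and 0.28.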

Of the identified genes in the TGF-β signalling pathway [40], the combined treatment regulated 22 genes (Table 2). A closer look to the regulated genes by CPF and DZN showed also the implication of this pathway in their transcriptional responses. Once more, as in response to the pmk-1 pathway, CPF seems to regulate more genes implicated in innate immunity, but the LDM did not show a stronger influence. Likewise, genes downstream daf-16 and elt-2 were regulated in the combined treatment.

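None of the transcripts of the regulators themselves passed limma with the LDM: daf-16 had a log2 ratio of 0.25, elt-2 0.19, mdt-15 0.37, pmk-1 0.55 and skn-1 0.08. These are ratios of the brightest tested probe of each gene. The array holds 7 spots for daf-16, 3 for mdt-15 and 8 for skn-1, and other probes may differ. Without LDM in Cy5 replicate 2 the ratio of skn-1 turned to -0.14, that of daf-16 was 0.14 and that of mdt-15 0.24. Without LDM in Cy5 replicate 3 elt-2 had 0.12 and skn-1 0.32. Of 7 dod genes, named for acting downstream of daf-16, 0 passed limma over all genes (1 higher at an unadjusted p under 0.05, 0 by rank product). This gene, dod-19 (ZK6.10), had a log2 ratio of 0.66 (standard error 0.15, 6 of 6 arrays, adjusted p = 0.208 from limma) and was the 1 member higher when adjusted over the list alone. Its percentage of false positives was 0.0613 by rank product, which it passed without LDM in Cy5 replicate 2, without LDM in Cy5 replicate 3, with no background correction and with marked spots kept. dod-3 had a log2 ratio of -0.22, or 0.00439 without LDM in Cy5 replicate 2. The metallothioneins mtl-1 and mtl-2, which bind metals and act downstream of daf-16, had log2 ratios of 0.31 and 0.25, and 0 of these 2 passed limma, at an unadjusted p under 0.05, when adjusted over the list alone, or by rank product. Over all alternatives mtl-1 lay between 0.095 and 0.48 and mtl-2 between 0.049 and 0.60. Neither the dod genes (adjusted p = 0.0958) nor the metallothioneins (adjusted p = 0.169) passed camera, the list test of limma. The pathway gene lists behind Table 2 were not used here.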

Overall, as shown in Figure 4, the ingestion of CPF, DZN or a low dose mixture of both induced many common responses like stress and innate immunity pathways. The most regulated pathways included genes modulated by MDT-15 (MDT-15), genes downstream daf-16 (DAF-16), and genes downstream elt-2 (ELT-2). The three treatments regulated different genes within the same pathways to induce the common responses. The analysis of the regulated genes showed an intense crosstalk between gene pathways involved in the toxicants response. This suggest that the structural differences between CPF and DZN induced the expression of different genes. These differences, however, are not large enough to induce a specific different response to the exposure of CPF or DZN.

### Conclusion

We present an analysis and comparison of whole genome transcription analysis of a model organism exposed to two toxicants and a combination of both. Our results revealed that, CPF and DZN induced dissimilar genes, even though they have a similar chemical structure. The toxicants induced genes related to detoxification, stress, innate immunity and response to ingested material in single and combined treatment. 

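Genes on the paper's lists for CPF or DZN that it does not list for the LDM had median log2 ratios in the listed direction on the LDM arrays. Control RNA shared between the experiments, if there was any, would give this as well. For 303 genes tested that it lists for CPF alone, the median log2 ratio, turned to the direction of the list, was 0.24, and 78.9% of them ran that way. For 60 genes listed for DZN alone it was 0.41, and 96.7% ran that way. For 40 genes listed for both compounds and not for the LDM, the median was 0.48 and 97.5% ran the listed way. It was 1.09 for the 53 genes listed for all 3 treatments, and 0.72 for the 61 listed for the LDM alone, both of which were chosen by the paper on these same arrays. The 303, 60 and 40 genes are in turn those that did not enter its LDM list on these arrays. The medians of the 2 kinds of groups are therefore set apart by that choice and are not compared. Of the genes on these lists and not on the LDM list, K06H6.2, listed for DZN, and cyp-35A3 and cyp-35A4, listed for both compounds, passed limma.
With camera's preset correlation, genes listed as up with CPF (adjusted p = 2.70e-32; adjusted p = 0.0220 with an estimated correlation) and with DZN (adjusted p = 3.58e-56; adjusted p = 0.0356 with an estimated correlation) were higher with the LDM. Genes listed as down with CPF (adjusted p = 6.11e-09; adjusted p = 0.403 with an estimated correlation) and with DZN (adjusted p = 5.28e-20; adjusted p = 0.298 with an estimated correlation) were lower. Adjusted over the list alone, 58 genes listed as up with CPF and 60 listed as up with DZN were higher, and 1 listed as up with CPF was lower. On the same basis 1 listed as down with CPF and 31 listed as down with DZN were lower. On LDM in Cy3 replicate 3 the medians of the genes listed as down were above 0, at 0.37 for CPF and 0.11 for DZN. The single compounds and the LDM were not compared array by array, since the arrays of CPF and DZN were not analysed here.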

The differences between transcript responses in the combined treatment suggest that the effect of a mix of low doses of CPF and DZN is not a summed effect of the single components. But at the same time, the similarities in the induced pathways (e.g.: *daf-16*, *elt-2*, *snk-1/pmk-1*, *sma-9*) indicate the regulation of similar responses to them.

## Supporting Information

Table S1 Differentially expressed genes in nematodes treated with CPF (0.5 mg/l), DZN (1 mg/l), CPF (0.5 mg/l)+DZN (1 mg/l). RankProduct (RP) was used to identify regulated genes in each of the treatments. Each worksheet contains the output for RP in one experiment. Sequence names for each regulated gene are in gene.names column. Gene.index are the microarray index for the original data. RP/sum are the rank product sum calculated per each gene. FC:(class1/class2) are the expression fold change of class 1 (treatment)/class 2 (control). pfp: estimated percentage of false positive for each gene. P-value: estimated p-value for each gene.
(0.15 MB XLS)

Table S2 Significantly enriched Gene Ontology (GO) terms and functional domains. GO terms worksheets contain full GO enriched analysis. Genes in GO database are the number of genes belonging to each GO term. GO number are the GO term. Regulated genes refer to number of significantly regulated genes in each treatment that belong to a GO term. p-values were calculated using hypergeometric test, values lower that 0.01 and more than two genes in a category were considered significant. Functional domains worksheets: Genes with the domain are the number of genes that code for a specific functional domain. The number of significantly regulated genes in each treatment that code for a specific functional domain is listed in the regulated genes column. The functional domains terms were extracted from Wormbase 195 using BioMart.
(0.03 MB XLS)

How the deposited data were processed for this re-analysis (not part of the article)

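RNA of worms grown for 72 h with the LDM and of control worms was compared on 6 arrays with dyes exchanged, 3 arrays per orientation. Only the arrays of the LDM were analysed here; those of CPF and DZN were not analysed here. For each spot the authors deposited the scanner's foreground and background intensity in Cy3 and Cy5, without background subtraction or normalization. As deposited, the scanner output also gives the percentage of a spot's pixels at the scanner's ceiling. The authors' series table, as deposited, holds log2 ratios of LDM over control after normalization in limma, which the methods describe as loess within and Aquantile between arrays, and its column medians lie between -0.00791 and -0.000467. The version of limma that the authors used was not found in the text or labels. The image software also marks spots; what its marks mean was read from the signal of the spots that carry them.

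Ratios were recomputed from the intensities in limma 3.58.1 with R 4.3.3: normexp background correction with an offset of 50, global loess over the unmarked gene spots of each array, and Aquantile between arrays. The last step acts on mean intensities, so that the spread of the ratios was not made equal between arrays. Each array gives 23232 spots, of which 742 are control or empty positions. Spots marked by the image software were left out, and a probe was tested with at least 2 unmarked arrays in each orientation, which left 8860 probes. In limma and camera a gene is represented by its tested probe with the highest mean intensity, while by rank product it passed where any of its tested spots did. Of the gene probes, 21382 (95.1%) matched a gene by sequence name in the RefSeq gene table of WBcel235, from which current symbols were taken. Of 17327 probes also named by the platform annotation, 17292 had the same gene there. The linear model held the LDM effect and a dye effect, with moderated variances, and genes passed at a Benjamini-Hochberg adjusted p under 0.05; 2 genes passed for the dye effect. The rank product was written anew after the methods, with 100 permutations, since the package was not available, and ranks the 6 turned ratios. Both were tested on simulated data with 50 changed genes of each size and noise independent between genes and arrays, unlike the real ratios. The rank product recovered 4% of genes changed by 0.6 on the log2 scale and 52% of those changed by 1. With changed genes, 5 unchanged genes were called by each tool, and with no changed gene limma called 0 and the rank product 1.

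Median intensities were 284 to 288 in Cy3 and 259 to 343 in Cy5 on the arrays with LDM in Cy5, and 535 to 745 and 760 to 1126 on the arrays with LDM in Cy3, over local backgrounds of 154 to 161. In both channels, 53.8 to 57.5% of gene spots on the arrays with LDM in Cy5 and 67.1 to 72.9% on those with LDM in Cy3 were above background by more than 2 background SD.

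Gene lists were fixed by name: cytochrome P450 genes and their cyp-35 subfamily, short-chain dehydrogenases, UDP-glucuronosyltransferases, glutathione S-transferases, cdr genes, ABC transporters, genes of acetylcholine synthesis and breakdown, acetylcholine receptors, carboxylesterases, metallothioneins, heat shock proteins, oxidative stress enzymes, dod genes, vitellogenins, lysozymes, saposin-like proteins, C-type lectins, antimicrobial peptides, CUB-like gene clusters, both fatty acid lists, collagens, moulting, sperm, oocyte, germline, neuronal, muscle and intestinal genes, ribosomal proteins, and the CPF and DZN genes of Table S1 by direction. Lists were tested with camera, which compares a list with the other genes, over the 6491 genes measured on all arrays, with a preset correlation of 0.01 between genes and again with an estimated one, and adjusted over 34 lists. Genes are named where the paper's text, Fig. 4 or tables name them for the LDM or its pathways; where they are among the 10 largest rises or falls past the threshold with the same direction on all 6 arrays; where they are among up to 4 called members of a list; and for the cyp-35 genes, vit-1 to vit-6 and ace-1 to ace-4. Table S1 had been read when this rule was written. Overlaps with the lists of Table S1 were tested with one-sided Fisher's exact tests over the genes tested. The fit was repeated over 31 assignments of signs to the arrays, the real one included.

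Alternatives were other background corrections, print-tip loess, median centring, scale normalization, the authors' ratios, marked spots kept, dim probes left out, no dye term, same-numbered arrays as a block or averaged, array weights, the mean of all probes of a gene, the date of image analysis as a term, a 2-class rank product, and each array left out in turn. Array weights estimated gene by gene, and the series table with every spot, were added after seeing the data.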

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

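The tests for exchanged channels and for shared vitellogenin sequence were chosen only after the result was seen.

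Of 96 sets of 6 array values, 6 held an array far from the others, where chance gives 4.8. F49C12.7 had a log2 ratio of 0.50 on LDM in Cy3 replicate 3, against 1.33 to 1.70 on the other arrays. spp-1 had -1.42 on LDM in Cy5 replicate 1, against -0.37 to -0.08. The median of the UDP-glucuronosyltransferases was 0.78 on LDM in Cy5 replicate 3, against -0.10 to 0.19, and that of the oocyte genes was -0.96 on the same array, against 0.05 to 0.33. vit-3 had 2.79 and vit-5 had 2.44 on LDM in Cy3 replicate 3, against -2.73 to -0.80 and -2.45 to -0.82.

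Apart from these, 4 genes that passed limma are not among the genes that the paper lists for the LDM: cyp-35A3 with a log2 ratio of 3.16, cyp-35A4 with 2.85, K06H6.2 with -1.45 and Y57G7A.6 with 1.27. Y57G7A.6 was higher on 3 of 6 arrays, with a dye effect of 2.11. K06H6.2 ranged from -2.79 on LDM in Cy5 replicate 2 to -0.03 on LDM in Cy3 replicate 3. It had a dye effect of -0.82 and lost its call without the dye term.

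The ratios of LDM in Cy5 replicates 2 and 3 ran against each other over most genes. For a dye bias left after loess, the prediction was that the correlation vanishes among bright probes, and among the 2671 brightest it was -0.43. Both arrays carry LDM in Cy5, so a dye bias common to them would make them run together. A bias that differs between arrays need not vanish among bright probes, so this test cannot decide. Exchanged channels predict that genes called without an array run the other way on it. The lowest share with the direction of the call was 86.8%, for 33 of 38 genes on LDM in Cy5 replicate 3, which argues against exchanged channels. Cultures at different developmental stages on single arrays predict that stage lists differ between arrays more than random lists, and 3 of 4 stage lists did (collagens at percentile 99.9, sperm genes at 100 and oocyte genes at 99.8, but moulting genes at 90.7). Vitellogenins (100), germline genes (99.5), muscle genes (99.8) and P450 genes (99.2) did so as well. Ribosomal protein (42.7), heat shock (21.9), neuronal (82.1) and intestinal genes (83.8) did not. Random lists hold unrelated genes, so a list whose genes vary together can exceed them without a difference in stage. Stage may account for part of the pattern, and other differences between cultures stay open.

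The 5 tested vitellogenins lay above 0 on LDM in Cy3 replicate 3 and below 0 on the other arrays. vit-1, with too few unmarked spots for a test, lay below 0 on all 6, with -0.44 on that array. Probes that read 1 shared sequence could give such a block, but vit-2 and vit-6, taken as distinct in sequence from vit-3, vit-4 and vit-5, both lay above 0 there, the lower at 1.93, which argues against it. A control culture younger than the LDM culture on that array predicts that sperm and oocyte genes are highest there, and 1 of these 2 lists, the sperm genes, was. The oocyte median there, 0.326, was close to its highest, 0.330 on LDM in Cy5 replicate 2. This explanation cannot be told apart from a response of the worms. Without that array, 0 vitellogenins passed limma, with 5 of 5 at an unadjusted p under 0.05.

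For counts of all genes, the larger direction of each of the 31 assignments of signs to the arrays was taken. Only the real one was as large for genes higher (25, highest other 3) and lower (5, highest other 3) by limma. The same held for genes higher by rank product (114, highest other 79). That is 3.23% of the assignments, the smallest share this comparison can give. In limma, assignments with unequal numbers of arrays of each sign estimate the effect less precisely beside the dye effect. Low counts are partly built in there, so chance is not excluded. For P450 genes (6, highest other 0) and CUB-like genes (3, highest other 0) the real assignment was also the 1 as large, but the others called at most 3 genes of any kind in a direction, so that this adds nothing about these families beyond the overall counts. For genes lower by rank product, 14 assignments (45.2%) gave a count as large as 42 in their larger direction, so that chance cannot be excluded. The highest other, 79, was a count of genes higher, and the highest other count of genes lower was 64. For vitellogenins, where limma called 0 (1 at an unadjusted p under 0.05, 4 by rank product), all 31 assignments were as large and the comparison carries no information.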

How the results depend on the processing

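The series table with every spot and gene-by-gene array weights were tests chosen only after the result was seen. Each pair of counts is genes higher in LDM and genes lower in LDM by limma, then P450 and CUB-like genes. Of these limma counts and the counts of all genes by rank product, those not given moved by 1.5 times or less. For gene families, rank product counts are given for the main settings only. The rank product as the test gave 114 and 42, with 11 P450 genes, 7 CUB-like genes and 4 vitellogenins lower. Print-tip loess and marked spots kept gave 3 lower each, with 188 and 73 by rank product for the latter, and scaled ratios gave 10 lower. Same-numbered arrays as a block gave 3 lower (consensus correlation -0.108); replicates 2 and 3 matched their own number best and replicate 1 did not, so that the numbers were not taken as pairs. Averaging them gave 6 and 2, with 3 and 1, on 3 values per gene. Array weights gave 1563 and 2071, with 17 and 11 and 4 vitellogenins, but their estimate did not converge and put a weight of 29.4 on LDM in Cy5 replicate 1; gene-by-gene weights gave 518 and 737, with 13 and 9 and 1 vitellogenin. The date of image analysis as a term equals leaving out LDM in Cy3 replicate 1, which is alone on its date, and gave 6 and 1, with 0 CUB-like genes (7 at an unadjusted p under 0.05). A 2-class rank product gave 28 and 6. The series table with every spot gave 3 and 0 (1224 lower at an unadjusted p under 0.05), with 2 and 0 (10 CUB-like genes at an unadjusted p under 0.05), and 200 and 85 by rank product.

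Leaving out each array gave 5 (LDM in Cy5 replicate 1, LDM in Cy3 replicate 2) to 43 (LDM in Cy5 replicate 2) genes higher, 0 (LDM in Cy5 replicate 1) to 16 (LDM in Cy5 replicate 3) lower, 3 to 8 P450 genes, 0 to 5 CUB-like genes, and 61 to 95 higher and 24 to 34 lower by rank product. Some log2 ratios of genes that did not pass changed sign. With each array left out, ugt-62 lay between -0.061 (LDM in Cy5 replicate 3) and 0.84, skn-1 between -0.14 (LDM in Cy5 replicate 2) and 0.32, dod-3 between -0.53 and 0.00439 (LDM in Cy5 replicate 2), vit-2 between -1.18 and 0.053 (LDM in Cy3 replicate 1) and lys-2 between -0.19 and 0.027 (LDM in Cy5 replicate 2). skn-1 was -0.041 with scaled ratios, lys-7 -0.014 with array weights, vit-2 0.053 with the date as a term, and lys-2 0.078 with print-tip loess and 0.058 with median centring. Over the named genes and alternatives, 1043 results kept direction and side of the threshold, 114 fell below it, 63 rose past it and 10 changed sign. Beyond averaging and the date term, where fewer values enter, the cause was not tested. No correlation could be fitted for the pair of arrays whose control extracts share a number. Signal limits the genes tested, since marked spots are mostly near background.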

Differences from the paper's values

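The series table with every spot and gene-by-gene array weights were tests chosen only after the result was seen. By rank product at the paper's threshold, 155 genes passed here against the paper's 233, and 42 genes were lower against the paper's 65 in Table S1. Among the alternatives set before the data were examined, the number regulated was within a factor of 1.5 of the paper's, the tolerance set for counts, with print-tip loess (158) and with marked spots kept (259), and not with no background correction (143), plain subtraction (155), the series table (138), dim probes left out (146), each array left out (88 to 125) or the 2-class form (34). The number lower was within that factor with print-tip loess (47) and marked spots kept (73), and not with no background correction (36), plain subtraction (40), the series table (37), dim probes left out (38), each array left out (24 to 34) or the 2-class form (6). The series table with every spot, chosen after seeing the values, gave 281 genes and 85 lower; it holds 164 of the paper's 169 genes listed as up and 65 of its 65 listed as down, and so drops 5.

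For cyp-35A5 the log2 ratio was 2.57 here, and 1.917 in the paper's Table S1 after turning its direction. The value here rests on 4 arrays with unmarked spots, without LDM in Cy5 replicate 1 and LDM in Cy3 replicate 1, and the paper's equals the mean over all 6. It differed from the paper's by no more than the SD between arrays here (0.51) with no background correction (2.20), the series table (2.23) and marked spots kept (2.40), and with the series table with every spot (1.92), chosen after seeing the values; under the other alternatives it differed by more.

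In the LDM sheet of the paper's Table S1, all 175 spots listed as up have a fold change below 1 (0.1144 to 0.767) and all 68 listed as down have one above 1 (1.423 to 5.8819), while the legend defines it as treatment over control. Its log2 is the mean ratio of the series table with the sign turned (r = -1 across the 243 spots). The sheets of CPF and DZN follow the legend. On the series table with every spot, 38 gene spots passed the rank product as higher and 20 as lower that the sheet does not list, cyp-35A3 and cyp-35A4 among them, and 6 spots listed as up did not pass. Fig. 4 colours cyp-35A3 as regulated by the single compounds alone, whereas it passed here with the LDM, with a log2 ratio of 3.16 and 6 of 6 arrays above control.

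The paper states that sma-9 was up-regulated; its log2 ratio of 0.43 ran that way without passing limma or the rank product. It passed limma with array weights, set before the data were examined, whose estimate did not converge, and with gene-by-gene weights. By rank product on the series table with every spot its percentage of false positives was 0.0507. The paper states that cdr-4 responded to the LDM; its 0.60 did not pass, but it passed limma with both kinds of array weights, and the rank product without LDM in Cy5 replicate 2 (0.0378) and on the series table with every spot (0.0281).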

Other observations

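The lists reported here were fixed in advance, and the tests for exchanged channels and shared sequence, chosen only after the result was seen, are given with the results for a closer look. Genes of the cuticle lay below other genes with the LDM as lists, though none was lower singly by limma or the rank product. Of 106 collagens, 0 passed limma (2 higher and 14 lower at an unadjusted p under 0.05; 2, col-37 and dpy-17, higher by rank product, named after their values were seen), with a median log2 ratio of -0.15 (-0.08 with median centring) and an adjusted p of 0.00400 from camera (adjusted p = 0.403 with an estimated correlation). Of 35 moulting genes, 0 passed limma (6 lower at an unadjusted p under 0.05, 0 by rank product), with a median of -0.16 and an adjusted p of 0.000248 from camera (adjusted p = 0.403 with an estimated correlation). Of 22 sperm genes, 0 passed limma (1 lower at an unadjusted p under 0.05; ssp-31 and msp-142, named after their values were seen, lower by rank product), with a median of -0.31 and an adjusted p of 0.00519 from camera (adjusted p = 0.671 with an estimated correlation). Their array medians were -0.35, -0.13 and -1.22 with LDM in Cy5 and -1.04, 0.02 and 0.81 with LDM in Cy3. Ribosomal protein genes lay above other genes: 0 of 59 passed limma (8 higher at an unadjusted p under 0.05, 0 by rank product), with a median of 0.12 (0.38 with median centring, 0.23 with the series table) and an adjusted p of 1.29e-05 from camera (adjusted p = 0.403 with an estimated correlation).

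Neuronal genes had 0 of 13 past limma (1 higher at an unadjusted p under 0.05, 0 by rank product) and an adjusted p of 0.0247 upward from camera (adjusted p = 0.403 with an estimated correlation); egl-3, a prohormone convertase named after its value was seen, passed when adjusted over the list alone with a log2 ratio of 0.63. Of the acetylcholinesterases, the targets of OPs, only ace-2 was tested, with a log2 ratio of 0.23 on 3 of 6 arrays above control (adjusted p = 0.767 from limma), while ace-1, ace-3 and ace-4 had too few unmarked spots. Over all alternatives ace-2 lay between 0.10 and 0.41. Of 4 acetylcholine receptor genes tested out of 31, 0 passed limma, at an unadjusted p under 0.05 or by rank product (adjusted p = 0.452 from camera). By limma 0 of 12 oocyte genes (1 higher at an unadjusted p under 0.05), 0 of 15 germline genes (0), 0 of 18 muscle genes (0) and 0 of 18 intestinal genes (1 higher) passed, with 0 by rank product in each and adjusted p of 0.493, 0.899, 0.445 and 0.403 from camera. Medians of oocyte, germline and acetylcholine receptor genes changed sign with the scaling. Adjusted over the list alone, 0 genes passed in the lists of these paragraphs apart from egl-3.

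A hypothesis was that the LDM moves genes of the DZN list further than genes of the CPF list. The median log2 ratio in the direction of the list was 0.27 for 334 genes on the CPF list and not the DZN list. It was 0.57 for 94 on the DZN list and not the CPF list. The difference of the list medians within each array had a mean of 0.29 (SD 0.50 between arrays, above 0 on 5 of 6). Of the 334 and 94 genes, the paper also lists 28 and 33 for the LDM in the same direction. No gene entered this comparison through the LDM list. The medians were 0.24 and 0.41 for the 303 and 60 that it does not list for the LDM, and this smaller difference was not tested. Leaving out the genes listed for the LDM is a choice made on these same arrays, which takes out genes that passed there. Turning the signs of arrays gave an exact permutation p of 0.1875 (smallest possible 0.03125), so that an equal move of both lists may hold and the 2 cannot be told apart at 6 arrays. Permuting genes in place of arrays tested the difference between the medians 0.27 and 0.57 and gave 1e-05, the smallest it can give. But genes are not independent and the prediction had not named the unit. The lists also differ in the paper's own fold changes, with a median size of 0.50 for the CPF list and 0.77 for the DZN list on the log2 scale.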
